A study of Mus musculus with 5 samples. Its data were reported in "Human-specific elimination of epithelial Siglec-XII suppresses the risk of inflammation-driven colorectal cancers" (2024).

How the data were processed

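RNA was sequenced from colon tumors of 5 mice, collected on day 87 of a carcinogenesis protocol. Azoxymethane (AOM), a carcinogen, was injected at 10 mg/kg, and dextran sulfate sodium (DSS), which injures the colon epithelium, was given at 2.0% for 5 days per cycle with 14 days of recovery. Tamoxifen for 5 days preceded the carcinogen. The Control mice carried the tamoxifen-inducible Cre recombinase under the intestinal epithelial villin promoter, and the SIGLEC12 mice carried in addition a knock-in of human SIGLEC12, which encodes the sialic acid-binding lectin Siglec-XII, switched on by that recombinase. The groups came from the treatment labels of the samples: 2 Control samples, replicates 1 and 4, and 3 SIGLEC12 samples, replicates 2, 3 and 4. The description of the series speaks of 3 mice per condition, and a further Control mouse was not analysed here.

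The authors deposited one table of log2 values for 52143 Ensembl mouse genes in 5 columns, each named for 1 sample. In each column, 2 to the power of the value minus 1 summed to between 999999 and 1000001, so the deposited values were log2(TPM + 1), where TPM is a transcript's abundance relative to the total of its sample. The study's methods name kallisto for mapping, and how the deposited TPM were computed is not stated. They name a human reference, although the table holds mouse genes, and the mouse release is not stated. Of the gene identifiers, 98.45% were in GENCODE release M21 on GRCm38, as were 96.87% of the versioned transcript identifiers, so biotypes, transcript lengths and coordinates were taken from that release. The labels name a stranded total RNA library kit, whereas the study's methods name a kit for mRNA. The methods also name technical replicate libraries for each sample, and whether a column averages them is not stated. TPM was taken over every annotated RNA, so the level of each gene is relative to all other RNA in the sample. TPM keeps no sequencing depth, so the depth behind each value is unknown and no counting interval is given. The value columns not mapped to a sample numbered 0. Some entries share a gene symbol with another identifier and hold the same values, and these were left in the test but named once. Human SIGLEC12 matched no gene symbol used here, so the knock-in label was not checked against expression of the transgene, which was not analysed here.

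Genes were tested with limma 3.58.1 in R 4.3.3, by lmFit and eBayes with a mean-variance trend, on log2(TPM + 1). Fold changes are on this scale, where the pseudocount of 1 understates the change of low genes. A gene entered the test if its TPM was at least 1 in at least 2 samples, which 10338 genes met, 9222 of them protein-coding. The threshold was a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 2-fold. The study's methods give a P of at most 0.05 and a 2-fold change, without saying there whether the P was adjusted. Counts at an unadjusted p of at most 0.05 and at least 2-fold were therefore also taken, and are called the unadjusted threshold. No covariate was used. The main design held no count model, because the table holds TPM.

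Gene lists were written before the data were examined. They were the 28 genes legible in the study's signature, 4 immune genes, 8 mismatch repair genes, 3 phosphatase genes, 16 proliferation genes, 52 genes of oxidative phosphorylation, 17 of fatty acid oxidation, and marker lists for columnar epithelium, smooth muscle, fibroblasts, endothelium, myeloid cells, neutrophils, B and plasma cells, T cells, nerve and glia, and adipocytes. For each list with at least 3 tested genes, the mean log2 fold change was tested with limma's fry (two-sided, directional), with Benjamini-Hochberg adjustment over the lists. The mean level of each list per sample was also compared by an exact permutation test over the 10 ways to split 5 samples into 2 and 3. It counted the splits whose absolute difference was at least the real one, and its smallest possible p is 0.1. The phosphatase genes were tested one by one.

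All tested genes of the signature, immune, mismatch repair and phosphatase lists were followed one by one across the settings. The text names only some of the signature and mismatch repair genes. Beyond these, the rule named 5 genes in each direction past both thresholds, with groups that did not overlap, a mean TPM of at least 5 and a name other than a provisional one. Where fewer passed, the genes with the smallest unadjusted p in that direction filled the places.

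The fit was tested on simulated values for 10338 genes with the real means and residual spread, of which 200 were changed by known amounts. At the real spread 174 of the 200 were recovered (87%) among 183 calls. Of the unchanged genes, 4.58% had an unadjusted p under 0.05. Of 500 random lists of 28 genes, 4.8% had a fry p under 0.05. The planted changes were all larger than 2-fold. Noise was drawn for each gene on its own, without a shift or correlation shared between genes. The simulation therefore cannot show how the tests behave where genes move together, as in the real samples.

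Alternatives fixed before the data were examined were a pseudocount of 0.1, no filter, a filter of TPM at least 5 in at least 2 samples, quantile normalization, median-ratio size factors, sample quality weights, the mean of the epithelial list as a covariate, eBayes without a trend, leaving out each sample in turn, the median in place of the mean of a list, and a composite score. The score sums, over the genes of a list, the level minus a step threshold, divided by 3 times the standard deviation. The adjusted p given with it came from fry on the levels, with genes weighted by the inverse of that divisor. The score itself was compared only by exact permutation. Rescaling each sample to the mean protein-coding TPM total, and the same followed by removal of the trend with transcript length (lowess, span 0.4), were chosen after seeing the data. The second of these kept only the 8904 protein-coding genes with a known length. A count model was not run because it needs counts. Tables were prepared with Python 3.11.15, pandas 2.3.3 and NumPy 2.4.6, and plots were drawn with matplotlib 3.10.9.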

Results

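Gene expression was measured by RNA-Seq in AOM/DSS-induced colon tumors of 2 Control mice and 3 SIGLEC12 mice. The question was how epithelial expression of human Siglec-XII alters the tumor transcriptome. All values below are the authors' log2(TPM + 1) unless a rescaled value is named, and errors are SD between mice. Control replicate 1 had 7947 genes with a TPM of at least 1 and Control replicate 4 had 9532. The SIGLEC12 replicates 2, 3 and 4 had 10090, 9837 and 10037. Read depth is unknown. The Y-linked gene Ddx3y was at or below 0.05 and the X-inactivation transcript Xist lay between 3.15 and 3.80 in the 5 samples.

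The RNA composition was compared first, because TPM values are relative to all RNA in a sample. Protein-coding genes took 6.22% ± 0.73 (SD, n = 2) of the TPM total in Control and 9.10% ± 0.53 (SD, n = 3) in SIGLEC12. The ratio was 1.46, a log2 difference of 0.55, and the samples of the groups did not overlap (exact permutation p = 0.1, the smallest the design allows). Control replicate 1 stood at 5.70% and replicate 4 at 6.73%, against 8.85%, 8.75% and 9.72% in SIGLEC12. The 4 most abundant entries, annotated as microRNA genes, took 84.9% ± 1.45 (SD, n = 2) in Control and 78.1% ± 1.62 (SD, n = 3) in SIGLEC12 (exact permutation p = 0.1). They were Mir6236 (ENSMUSG00000098973, GRCm38 chromosome 9, 110281287 to 110281409, plus strand), Gm24270 (chromosome 9, 56223715 to 56223771, minus strand), Gm24245 (chromosome 4, 139338304 to 139338360, plus strand) and Gm23935 (chromosome 16, 11144125 to 11144181, plus strand). The last 3 share one sequence of 57 bases and held identical values, so their reads cannot be assigned to one of them. Mir6236 took 34.9% ± 5.67 (SD, n = 2) in Control and 39.2% ± 1.21 (SD, n = 3) in SIGLEC12, a difference within the spread (exact permutation p = 0.3). Each of the other 3 took 16.7% ± 2.38 (SD, n = 2) in Control and 12.98% ± 0.76 (SD, n = 3) in SIGLEC12, with no overlap of the groups (exact permutation p = 0.1). Annotated ribosomal RNA, nuclear and mitochondrial together, took 2.99% ± 0.09 (SD, n = 2) in Control and 3.01% ± 0.10 (SD, n = 3) in SIGLEC12 (exact permutation p = 0.9).

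**Figure D1:**
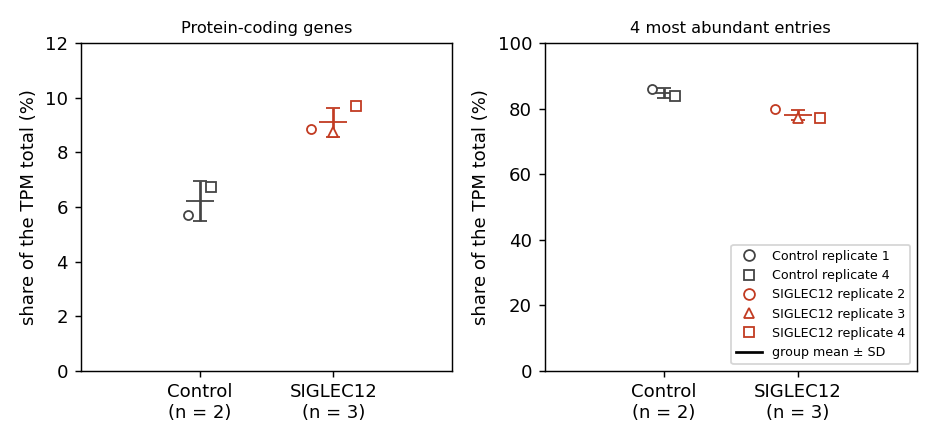
Share of the TPM total, in percent, taken by protein-coding genes (left) and by the 4 most abundant entries (right) in each sample; horizontal bars are group means and whiskers SD. The 3 SIGLEC12 samples lie between 8.75% and 9.72% for protein-coding genes, above both Control samples.

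Differential expression between SIGLEC12 and Control tumors was then tested across 10338 genes. With limma and Benjamini-Hochberg adjustment, 0 genes were higher and 0 were lower at an adjusted p under 0.05 and at least 2-fold, and the smallest adjusted p was 0.0974. At an unadjusted p under 0.05 there were 3543 genes, 3449 of them higher in SIGLEC12. At an unadjusted p of at most 0.05 and at least 2-fold, 410 genes were higher and 46 were lower, so 89.9% of these were higher. The median log2 fold change over all tested genes was 0.38. A pseudocount of 0.1 raised the number of higher genes to 1087. Rescaling with the length trend removed lowered it to 21, the largest relative move, but this setting tested only 8904 protein-coding genes. The scaling also changed the balance of directions. After each sample was rescaled to the mean protein-coding total, the median was 0.01, and 38 genes were higher and 142 lower at the same threshold, 21.1% higher. All 38 were among the 410, and 46 of the 142 were the 46 lower genes of the values as deposited. By size of change alone, 484 genes were at least 2-fold higher and 78 lower as deposited, and 186 were higher and 186 lower without Control replicate 1. No gene passed the adjusted threshold after rescaling either, where 1112 genes had an unadjusted p under 0.05. Groups did not overlap in 5766 genes (55.8%) as deposited and in 3357 (32.5%) after rescaling, against 20% over all splits of the samples.

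**Figure D2:**
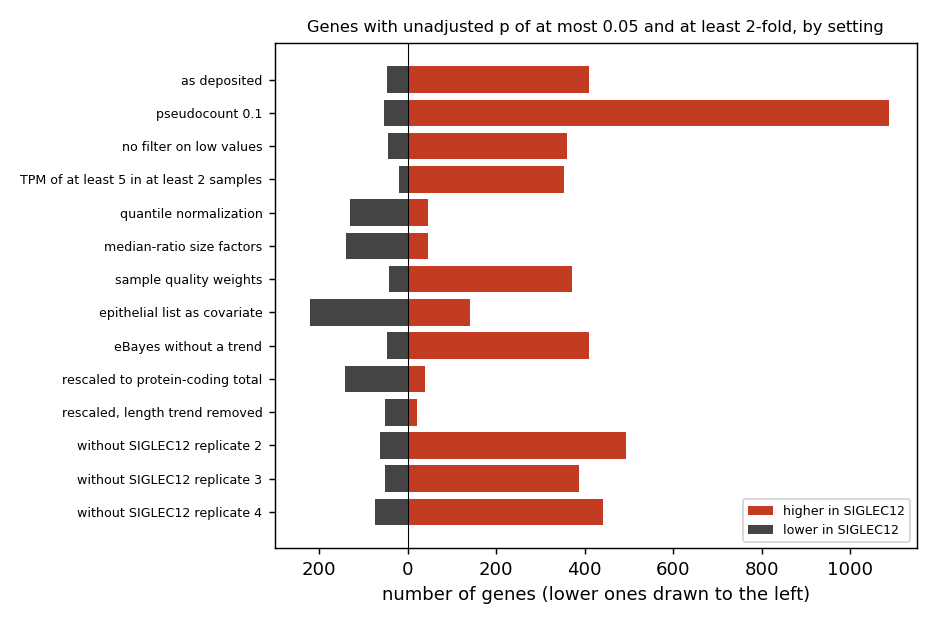
Number of genes with an unadjusted p of at most 0.05 and at least 2-fold, drawn to the right for genes higher in SIGLEC12 and to the left for genes lower, under each setting that allows a test. As deposited there were 410 higher and 46 lower genes, and after rescaling to the protein-coding total there were 38 and 142.

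Among genes with a mean TPM of at least 5, groups that did not overlap and no provisional name, the 5 with the smallest unadjusted p in each direction were not past the threshold (limma adjusted p = 0.0974 for each of the 10). Dpm3 (ENSMUSG00000042737, chromosome 3, 89259358 to 89267079, plus strand) was 2.50 ± 0.24 (SD, n = 2) in Control and 3.89 ± 0.06 (SD, n = 3) in SIGLEC12. Its log2 fold change was 1.38 (SE 0.20), and 0.90 after rescaling. Lsm4 (ENSMUSG00000031848, chromosome 8, 70673248 to 70678752, plus strand) rose by 1.37 (SE 0.20), and by 0.87 after rescaling. Rpph1 (ENSMUSG00000092837, chromosome 14, 50807449 to 50807767, minus strand), the RNA of ribonuclease P, rose by 1.41 (SE 0.22) from 11.60 ± 0.09 (SD, n = 2) to 13.01 ± 0.33 (SD, n = 3). Mrps33 and Mrpl12, genes of mitochondrial ribosomal proteins, rose by 1.17 and 1.28. The 5 lower genes were all short non-coding RNAs, whose TPM rests on few positions. The mitochondrial tRNA gene mt-Te (ENSMUSG00000064369, chromosome M, 14071 to 14139, minus strand) was 5.18 ± 0.46 (SD, n = 2) in Control and 3.44 ± 0.25 (SD, n = 3) in SIGLEC12, a log2 fold change of -1.74 (SE 0.28). The changes of mt-Ts1, Snord32a, Snord49b and n-R5s115 were -1.43, -1.34, -1.43 and -1.43. The last is one of many near-identical copies of the 5S ribosomal RNA gene, so its level is uncertain. All 10 genes kept their direction after rescaling.

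Expression of the study's signature was then compared. Its genes were picked by the study on these samples, so the comparison is not independent evidence. The mean over the 28 genes was 2.74 ± 0.60 (SD, n = 2) in Control and 3.75 ± 0.02 (SD, n = 3) in SIGLEC12, a mean log2 fold change of 1.01. By limma's fry the p was 0.0328 and the adjusted p 0.0656, and the exact permutation p was 0.1. All 28 genes were higher in each of the 3 SIGLEC12 samples than in both Control samples, and 9 changed by at least 2-fold. An unadjusted p under 0.05 was found for 27. Adjusted over the list alone, 26 were under 0.05, and over all genes tested 0 were. After rescaling, the mean was 3.02 ± 0.48 (SD, n = 2) in Control and 3.57 ± 0.06 (SD, n = 3) in SIGLEC12. The log2 fold change was then 0.55 with an adjusted fry p of 0.223, all 28 genes remained higher on average, 2 changed by at least 2-fold, 10 had an unadjusted p under 0.05, and adjusted over the list alone 0 were under 0.05. One sample weighed on the list: the mean log2 fold change was 0.59 without Control replicate 1 and 1.43 without Control replicate 4. Cenpv (ENSMUSG00000018509, chromosome 11, 62524946 to 62539261, minus strand) had the smallest unadjusted p of the list, 0.00123, with a log2 fold change of 0.96 (SE 0.18, limma adjusted p = 0.0974). Lyz1 (ENSMUSG00000069515, chromosome 10, 117287797 to 117292868, minus strand) had the largest change, 2.55 (SE 1.04, limma adjusted p = 0.140). It was at 0.23 in Control replicate 1, 4.18 in Control replicate 4 and between 4.45 and 5.11 in SIGLEC12.

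**Figure D3:**
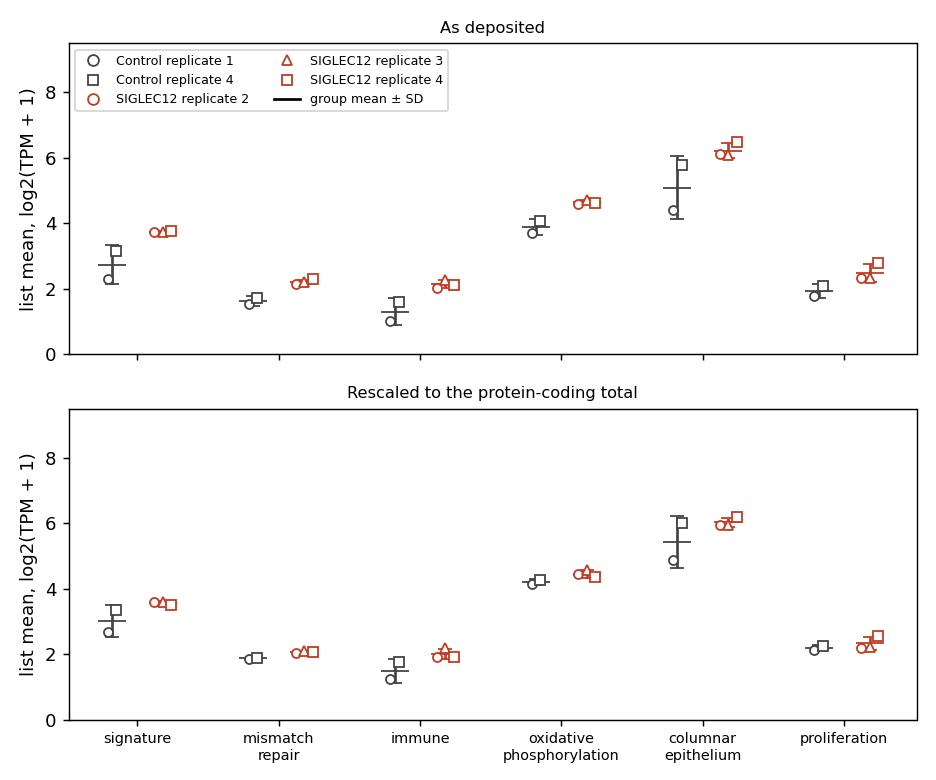
Mean log2(TPM + 1) of the genes of 6 lists in each sample, as deposited (top) and rescaled to the protein-coding total (bottom); horizontal bars are group means and whiskers SD. The signature mean is 2.74 in Control and 3.75 in SIGLEC12 as deposited, and 3.02 and 3.57 after rescaling.

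Of the tyrosine phosphatase genes, the study discussed Ptpn18 as raised, and described Ptpn6 and Ptpn11, which encode SHP1 and SHP2, as not raised along with Siglec-XII. Ptpn18 (ENSMUSG00000026126, chromosome 1, 34459762 to 34475733, plus strand) was 1.79 ± 0.70 (SD, n = 2) in Control and 2.38 ± 0.09 (SD, n = 3) in SIGLEC12. Its log2 fold change was 0.59 (SE 0.30, limma adjusted p = 0.192, exact permutation p = 0.1), less than the spread between the Control samples, which stood at 1.29 and 2.28. After rescaling the change was 0.19 (exact permutation p = 0.7). As deposited, it was 0.10 without Control replicate 1 and 1.09 without Control replicate 4. Ptpn6 (ENSMUSG00000004266, chromosome 6, 124720707 to 124738714, minus strand) rose by 0.51 (SE 0.16, limma adjusted p = 0.103, exact permutation p = 0.1), and by 0.19 after rescaling. Ptpn11 (ENSMUSG00000043733, chromosome 5, 121130533 to 121191397, minus strand) changed by 0.07 (SE 0.19, limma adjusted p = 0.794, exact permutation p = 0.7), and by -0.38 after rescaling. Of the 3 genes, 0 passed the adjusted threshold and 1 had an unadjusted p under 0.05, and adjusted over the list alone 0 were under 0.05.

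Inflammation and mismatch repair genes were compared next. Of the 4 immune genes, Nfkbie did not reach the filter. The mean of the other 3 was 1.30 ± 0.41 (SD, n = 2) in Control and 2.15 ± 0.13 (SD, n = 3) in SIGLEC12, a mean log2 fold change of 0.85 (limma fry adjusted p = 0.0580, exact permutation p = 0.1). It was 0.51 after rescaling (limma fry adjusted p = 0.223). Il1b (chromosome 2, 129364570 to 129371139, minus strand) rose by 1.15 (SE 0.30, limma adjusted p = 0.0974) and Cxcl1 (chromosome 5, 90891241 to 90893115, plus strand) by 1.04 (SE 0.33, limma adjusted p = 0.103). Cxcl1 was at 0.10 in Control replicate 1 and at 1.14 in Control replicate 4. Its change was 0.53 without Control replicate 1 and 1.56 without Control replicate 4. Il6st changed by 0.35 as deposited and by -0.06 after rescaling. Adjusted over the list alone, 2 of the 3 were under 0.05 as deposited and 0 after rescaling. The 8 mismatch repair genes had a mean of 1.63 ± 0.15 (SD, n = 2) in Control and 2.21 ± 0.07 (SD, n = 3) in SIGLEC12. The mean log2 fold change was 0.58 (limma fry adjusted p = 0.0519, exact permutation p = 0.1), and 0.20 after rescaling (limma fry adjusted p = 0.0631, exact permutation p = 0.1). All 8 were higher as deposited, and 6 were after rescaling, where Msh6 changed by -0.28 and Rfc5 by -0.08. Adjusted over the list alone, 6 of the 8 were under 0.05 as deposited and 0 after rescaling. Rpa3 (chromosome 6, 8255936 to 8259173, minus strand) had the largest change of the list, 0.89 (SE 0.21, limma adjusted p = 0.0974).

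The study described its signature as rich in bioenergetic genes, so metabolism lists were compared. The 52 genes of oxidative phosphorylation rose by a mean of 0.76 (limma fry adjusted p = 0.0519, exact permutation p = 0.1), and by 0.24 after rescaling (limma fry adjusted p = 0.223, exact permutation p = 0.2). The 17 genes of fatty acid oxidation rose by 0.61 (limma fry adjusted p = 0.0656, exact permutation p = 0.1), and by 0.16 after rescaling (exact permutation p = 0.4). As deposited, their rise was 0.39 without Control replicate 1 and 0.84 without Control replicate 4. The 16 proliferation genes rose by 0.55 (limma fry adjusted p = 0.155, exact permutation p = 0.1), and by 0.13 after rescaling (limma fry adjusted p = 0.584). None of the 10 lists tested passed an adjusted p of 0.05 as deposited or after rescaling. At an unadjusted fry p under 0.05 there were 5 lists as deposited (signature, immune, mismatch repair and both metabolism lists) and 1 after rescaling (mismatch repair).

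Cell type lists described the make-up of the tumor pieces. Columnar epithelium had a mean of 5.10 ± 0.96 (SD, n = 2) in Control and 6.22 ± 0.22 (SD, n = 3) in SIGLEC12. The mean log2 fold change was 1.13 (limma fry adjusted p = 0.156, exact permutation p = 0.1), 0.59 after rescaling and 0.45 without Control replicate 1. Fibroblast genes rose by 0.99 (limma fry adjusted p = 0.155), with SIGLEC12 replicate 2 at 3.06 and the other 4 samples between 1.28 and 2.17. Smooth muscle genes changed by 0.23 (limma fry adjusted p = 0.676) and by -0.24 after rescaling. Myeloid genes changed by 0.43 (limma fry adjusted p = 0.474) and by 0.10 after rescaling. Leaving out one sample gave from 0.21 (without Control replicate 4) to 0.71 (without SIGLEC12 replicate 4) for the myeloid list as deposited. The neutrophil list kept 2 genes and the adipocyte list 1 under the filter, and the endothelial, B and plasma cell, T cell and nerve and glia lists kept 0, so these 6 were not tested. With no filter, their mean log2 fold changes were 0.23 for neutrophils, 0.29 for adipocytes, 0.36 for endothelium, 0.13 for B and plasma cells, 0.11 for T cells and 0.11 for nerve and glia, and 0 of them passed an adjusted p of 0.05. At an unadjusted fry p under 0.05 there was 1, B and plasma cells (limma fry p = 0.0359, exact permutation p = 0.1).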

Values the study reported

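The study reported a signature of 29 genes that were raised in the tumors of Siglec-XII mice after AOM/DSS. It called differentially expressed genes at a P of at most 0.05 and a fold change of at least 2.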

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

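No paired analysis was possible because the groups share only 1 replicate number. Both rescaled settings, and the counts at the unadjusted threshold as results of their own, were chosen after seeing the data. Leaving out a Control sample leaves 1 sample in that group, so those fits gave no p-values and no counts of genes past a p threshold.

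No gene passed an adjusted p under 0.05 and 2-fold in either direction under any alternative, except for 1 higher gene without SIGLEC12 replicate 4, so the range was from 0 to 1 higher genes across the fits that each left out one replicate. That gene, named after its values were seen, was Gm13394, with 0.00 and 0.04 in Control and 5.48, 5.37 and 0.04 in SIGLEC12. At an unadjusted p of at most 0.05 and 2-fold, the counts were 410 higher and 46 lower. The simulation cannot tell whether sample size made this gap. The fit recovered 87% of simulated changes, but these need not have the sizes of the real ones.

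At that threshold, rescaling changed the balance of directions. As deposited 89.9% of the genes were higher. The share was 25.6% under quantile normalization (45 higher, 131 lower), 24.9% under median-ratio size factors (46 and 139), 21.1% after rescaling to the protein-coding total (38 and 142), 29.2% when the length trend was also removed (21 and 51) and 38.8% with the epithelial covariate (141 and 222). These scalings set a common shift to near 0, and the median of all genes moved from 0.38 to between 0.00 and 0.03 under the first 4 of these settings. Removing the length trend also dropped non-coding genes and genes without a known length, which left 8904. Its lower counts therefore mix a smaller set of genes with the removal of the trend. A pseudocount of 0.1 gave 1087 higher genes, as it widens the changes of low genes. A filter of TPM at least 5 tested 3476 genes and gave 19 lower ones. Across the fits that each left out one SIGLEC12 sample, there were from 388 to 494 higher and from 51 to 75 lower genes. By size of change alone, 484 genes were at least 2-fold higher and 78 lower with all samples, 186 and 186 without Control replicate 1, and 1475 and 168 without Control replicate 4.

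The signature list was higher under every alternative run, with a mean log2 fold change from 0.37 (epithelial covariate) to 1.20 (pseudocount 0.1) among tested settings and adjusted p from 0.0478 to 0.307. Only sample quality weights took it past the threshold (1.01, adjusted p = 0.0478). Leaving out one sample gave from 0.59 to 1.43. The immune list was past the threshold under sample quality weights (0.81, adjusted p = 0.0478). It was also past it in fry with the composite score's gene weights (adjusted p = 0.0156, score difference 1.60). Its adjusted p ranged from 0.0156 to 0.307, and its change was from 0.55 to 1.14 when one sample was left out. The mismatch repair list was past the threshold under sample quality weights (0.55, adjusted p = 0.0475). In fry with the score's gene weights it was past it too (adjusted p = 0.0347, score difference 4.10), within a range of 0.0347 to 0.241. The metabolism lists past the threshold numbered 2 under sample quality weights and 1, oxidative phosphorylation, in fry with the score's gene weights. For the scores themselves, the exact permutation p was 0.1 for the immune, mismatch repair and oxidative phosphorylation lists. The cause was not tested in these cases. The proliferation list, the cell type lists and the phosphatase genes kept their side of the threshold under each alternative that gave a value. With a TPM of at least 5, the immune, mismatch repair and myeloid lists kept fewer than 3 genes and the phosphatase genes numbered 0, so these gave no value.

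Some directions reversed. Smooth muscle genes were at -0.24 under quantile normalization, -0.25 under median-ratio factors, -0.24 rescaled and -0.30 with the length trend removed, and from -0.13 (without SIGLEC12 replicate 2) to 0.46 when one replicate was left out. Myeloid genes were at -0.020 with the length trend removed. With the epithelial covariate, Tjp3 was at -0.033, Ptpn18 at -0.19 and Lyz1 at -0.58. Under quantile normalization, median-ratio factors and rescaling, in this order, Il6st was at -0.0071, -0.072 and -0.062, Msh6 at -0.24, -0.29 and -0.28, Rfc5 at -0.035, -0.091 and -0.084, and Ptpn11 at -0.33, -0.39 and -0.38. With the length trend removed, Rfc5 was at -0.10 and Ptpn11 at -0.27. Ptpn11 was from -0.018 to 0.18 when one replicate was left out, and at -0.0095 without SIGLEC12 replicate 2. As deposited, these 4 genes and the smooth muscle list (0.23) changed by less than the common shift of 0.38, which the scalings remove. The cause was not tested for the other reversals. Among the single genes followed across settings, none became stronger in a test, and Gm13394, given above, was not among them. Besides the signature and immune lists given above, 72 values of other lists and single genes moved by more than 1 SD, all of them without a Control sample.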

Other observations

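All tests in this part were chosen after the patterns were seen, and only the tests on marker genes not looked at before were written down ahead of their result. At the unadjusted threshold, 410 genes were higher here. That is higher than the number of signature genes quoted from the study above. The 2 numbers come from unlike methods, limma on log2(TPM + 1) here and DESeq2 on counts in the study. Of the 28 signature genes used here, 9 were among the 410.

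Most genes past the unadjusted threshold were higher in SIGLEC12. A candidate explanation is that protein-coding RNA took a smaller share of the TPM total in Control. If so, genes of ordinary abundance should shift together by the log2 ratio of the shares, 0.55. Among 2727 protein-coding genes with a mean TPM of at least 5, the median log2 fold change was 0.61, within the spread of the share between samples (pooled SD 0.12 on the log2 scale), and 93.5% were higher. The shift was thus shared by most genes, and not made by a few abundant ones. The share is the sum of the same genes, so a smaller share in Control through more of other RNA and a broad rise of protein-coding genes in SIGLEC12 predict the same values and cannot be told apart in TPM. The grouping itself cannot be told apart from other groupings at this size: only 1 of the 10 splits, the real one, gave as many as 456 genes, but no split of 5 samples can fall under a share of 0.1. The next largest had 265. After rescaling the real split gave 180 genes and the next 138.

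Why the protein-coding share differed was examined through annotated ribosomal RNA. More ribosomal RNA left in the Control libraries could lower the share. The ratio of annotated ribosomal RNA shares, nuclear and mitochondrial together, was 1.01 (SIGLEC12 over Control). This decides little, since most of the total in all samples lies in a few entries annotated as microRNA genes. Whether these hold ribosomal RNA sequence was not tested. If they did, annotated ribosomal RNA would miss most of it, and their larger share in Control, 84.9% against 78.1%, would itself be leftover ribosomal RNA. A true difference in messenger RNA content between genotypes stays open and untested.

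For the signature list, common scaling was not the only open question. After rescaling, the list was still 0.55 higher, but the spread between the Control samples was of that size. Control replicate 1 may carry much of it: on the rescaled scale its list mean was 2.68, while Control replicate 4 was at 3.37 and the SIGLEC12 samples between 3.50 and 3.61. Control replicate 4 was thus close to the SIGLEC12 samples, at -0.21 relative to their mean, but below each of them. Removing the trend with transcript length left 0.47. On the values as deposited, the epithelial list mean as a covariate left 0.37 (limma fry adjusted p = 0.307). That covariate also carries the common shift, so it does not isolate epithelial content. The signature genes have a median transcript length of 1524 bases, against 2536 for all protein-coding genes tested. Scaling, Control replicate 1, epithelial content, the length trend and the genotype cannot be told apart for this list. Its genes were picked on these samples, and 1 Control sample is left once the other is removed.

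Control replicate 1 differed from the other 4 samples in epithelial genes. On the rescaled scale, 16 of the 17 columnar epithelial genes were lowest there, and the list mean was -1.15 relative to the mean of the other samples. Keratins of stratified squamous epithelium were higher. Krt14 was at 10.64 against 5.56 to 7.49 in the other samples, Krt16 at 9.30 against 1.93 to 2.82, and Krt6b at 9.65 against 3.32 to 5.88. Scaling of the whole sample would move both lists one way, and they moved apart, so the tables argue against it. More squamous epithelium in the piece, such as from the anal margin or as metaplasia, could give this pattern. Of 14 squamous markers not looked at before, 9 were highest in Control replicate 1, and their mean was 0.32 above the highest other sample. However, 2 of the 14 were lowest there, among them the abundant Krt4 at 4.76 against 5.56 to 7.30, and Flg from the first list was at 2.71 against 4.48 to 6.99. Added tissue of this kind would bring those genes too, so a larger share of squamous tissue and a changed state of its cells cannot be told apart in 1 sample. The other 4 samples express these genes as well: 11 of the 14 were at 1 or above on this scale in each of them, and Krt5 was at 5.41 or above.

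Fold changes fell with transcript length. Across 8904 protein-coding genes, the rescaled log2 fold change had a Spearman correlation of -0.30 with length, and 0.02 with GC content. Genes are not independent replicates. The median log2 fold change was 0.13 in the shortest of 5 length classes and -0.12 in the longest. A difference between samples unrelated to genotype could produce this, since 3 of the 10 splits, the real one included, gave a correlation as large. By sample, the correlation of deviations with length was 0.16 and 0.29 in Control replicates 1 and 4, and -0.04, -0.40 and -0.03 in SIGLEC12 replicates 2, 3 and 4. Its sign thus followed the groups, while its size was largest in SIGLEC12 replicate 3. RNA integrity or fragmentation and genotype cannot be told apart here, as no measure of integrity was used.

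SIGLEC12 replicates 2 and 3 stood apart from the other 3 samples. Setting them against the rest gave 37 genes past the adjusted threshold, against at most 8 for any of the other splits. After rescaling, the same split gave 1 gene, so most of these calls also depended on the scaling. Among the 37 genes were targets of Wnt signalling. As deposited, Notum was at 2.13 and 3.38 in these samples and at most 1.13 in the others, and Apcdd1 was at 1.92 and 3.04, and at most 0.69 in the others. More tissue with active Wnt signalling in those pieces could account for it, and 18 other Wnt targets were then tested. The prediction, made for the rescaled scale, was not met: the lower of both samples was at -0.076 relative to the highest other sample, Control replicate 4. As deposited, the means were 1.95 and 2.23 in these samples and at most 1.77 in the others, so the order depended on the scaling. Of the 18 genes, on the rescaled scale, 5 were higher in both samples and 0 were lower in both, where 10% would be the share by chance in each direction. The explanation is neither borne out nor excluded. The processed pseudogenes Gm13394 (chromosome 2, 28933610 to 28934609, minus strand) and Gm7336 (chromosome 7, 51746647 to 51747878, plus strand) were at 5.48 and 5.37, and at 4.64 and 4.57, in SIGLEC12 replicates 2 and 3. In the other 3 samples they were at most 0.04 and 1.27. No explanation was tested for these.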
